A study of Mus musculus with 10 samples.

How the data were processed

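Single-cell RNA sequencing was carried out on cells of the mouse supraspinatus tendon enthesis, the tissue that joins this shoulder tendon to bone. There were 10 libraries. In 3 of them, whole entheses of wild-type C57BL/6 mice at postnatal day 11, 18 and 56 (P11, P18 and P56) were profiled with 10x Genomics droplets. Per the labels' protocols, entheses were pooled, red cells were lysed, and cells negative for the leukocyte protein Cd45 and for the dead-cell dye DAPI were sorted. The other 7 libraries were plates of 96 wells from Gli1CreERT;Ai14 mice at P11 and P18 as well, and at P7, P14, P21, P28 and P42. In these mice tamoxifen, given at P5 and P7, switches on a red fluorescent protein in cells expressing Gli1, a transcription factor of the Hedgehog pathway, and in their descendants. The P7 plate thus has the age of the last dose. The wording of the sort for these plates leaves open whether red cells were kept, and its list of ages omits P14. The plates are called Gli1-lineage here, after their titles. Each age was 1 library in each assay.

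The deposited values were whole-number counts per gene and cell barcode (droplets) or per gene and well (plates), with no normalisation found in them. The droplet matrices were written by software version 3.1.0 at P11 and P18 and 3.0.2 at P56, per the file headers. Aligner, genome build, annotation and read filters are not stated in the labels or headers, so no coordinates are given, and gene identifiers are those of the deposited gene list. Whether plate counts were collapsed by molecular identifier is not stated either. The droplet files listed 31053 genes and the plate files 55453, with 30385 symbols in both. The plate files came in 2 layouts, one writing whole numbers with decimals (P11, P21, P28 and P42) and one without (P7, P14 and P18). The layout was treated as a possible library batch.

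Cells with at least 500 detected genes and at most 10% mitochondrial counts were kept. This left 2952, 5396 and 5131 droplet cells at P11, P18 and P56, with 42834143, 52461317 and 38833068 counts. It left 96, 95, 94, 94, 93, 89 and 86 wells on the plates from P7 to P42. Doublets in droplet libraries were scored with scrublet as run by scanpy 1.11.5. Its automatic threshold marked 0.30%, 0.24% and 0.19% of cells, too few to be taken as working. The highest scores were therefore removed up to an expected rate of 0.8% per 1000 cells, which took out 70, 233 and 211 cells. No doublet caller was run on the plates.

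Cells were clustered within each assay on 2000 variable genes, 30 principal components and 15 neighbours, with the Leiden algorithm (leidenalg 0.10.2) at resolution 1. Clusters were named from lists of marker genes for 13 classes. A name needed at least 3 of its markers at 2-fold or more over all other cells and in at least 10% of the cluster's cells. It was refused where markers of another class were more numerous among the cluster's 10 leading genes. A cluster with no other name was called mesenchymal-like when at least 3 broad mesenchymal markers were in at least 25% of its cells and these markers made up at least 0.5% of its counts. Clusters left without a name were split again and otherwise stayed unnamed. Names ending in "-like" rest on these rebuilt clusters and not on any annotation by the authors.

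Along the Gli1-lineage plates, counts were summed over the cells of each library. A slope on log2 age was fitted with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) with TMM scaling, over genes with at least 10 counts in at least 4 libraries, with Benjamini-Hochberg adjustment at 0.05. With 7 libraries the fit has 5 residual degrees of freedom. On simulated counts for the 4390 genes of this comparison, 200 genes were given a slope of 1.5 in either direction. The fit recovered 171 of them (85.5%), and 4 of its 175 calls were false. Among the 37 of them at 200 CPM or more, 28 (75.7%) were recovered. Smaller slopes were not simulated, so a count of 0 genes does not exclude them. Scores were computed for 7 gene panels (65 genes) as the mean over a panel's genes of log2(CPM + 1), where CPM is the depth-scaled count of the summed library. Scores and class shares were correlated with log2 age by exact two-sided permutation over all 5040 orders of the ages, and r was computed again without the 2 ages farthest from the median (P7 and P42).

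For whole entheses, 1 library per age allows no test. Summed counts of mesenchymal-like cells are given as CPM with exact Poisson 95% intervals, and shares of cells with exact (Clopper-Pearson) binomial 95% intervals. A count of 0 allows up to 3 counts. Intervals of panel changes came from 1000 Poisson redraws of the counts. On the plates, where counts may not be molecules, wells were redrawn with replacement instead. All these intervals cover counting error only. Genes were counted as changed when P11 and P56 differed at least 4-fold, with P18 between them, among genes with at least 100 UMIs (counted molecules) over the 3 libraries. The genes named are those of the panels and of the shares of cells with a UMI. From the changed genes, the 5 with the largest rise and the 5 with the largest fall at 50 CPM or more in a library are also named, apart from 1 that is not reported here. Ribosomal protein and mitochondrial genes, Xist and Y-chromosome genes were left out of that list. A panel's median change was set against 10000 random lists of its size matched on mean expression. For shares of cells with a UMI of a gene, each cell was thinned to 2000 UMIs by 1 random draw and shallower cells were left out. The draw was repeated after the marrow list had been shortened. In the earlier draw the Gli1 intervals at P11 and P18 did not overlap, so small shares depend on the draw beyond their intervals. Gene biotypes and Y-chromosome membership came from GENCODE vM21, matched by symbol, and no coordinates were taken from it.

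Groups, tests, panels, markers, the rule for named genes and most alternatives were fixed before the data were examined. The numerical thresholds for naming clusters, the doublet threshold and the list of 7 bone marrow genes were set afterwards. A first version of the naming rule was replaced after a cluster led by osteoblast, muscle and glial genes had been named muscle-like. Under the final rule, unnamed cells made up 1.73%, 18.7% and 0.69% of the P11, P18 and P56 droplet cells. The alternatives covered the filters on cells and genes, doublets, resolution and naming, scaling, pseudocount, the form of age, thinning depth, and leaving out each age. Those added afterwards were a term for the layout, a term for Xist, protein-coding genes alone, and scrublet's automatic threshold. DESeq2 1.42.0, which replaced its parametric dispersion trend by a local fit, and limma 3.58.1 were used as alternatives to edgeR. Remaining steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0.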

Results

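The whole-enthesis libraries held 44104990 counts in 3263 barcodes at P11, 53725468 in 5588 at P18 and 40082499 in 5520 at P56. The median count per barcode was 12848, 7226 and 5973 respectively. The Gli1-lineage plates held between 240498 counts (P28) and 507431 counts (P14), with medians of 2195 to 4849 per well. No age had a replicate in either assay, so ages could not be tested against each other. Libraries also differed in transcripts of the sex chromosomes. Xist was found in 65.2%, 25.9% and 0.1% of mesenchymal-like cells at P11, P18 and P56. The plates carried 488 Xist counts at P7, 792 at P14 and 246 at P21, but 20 at P18 and 0 at P11, P28 and P42. Age was therefore confounded with this difference in the whole entheses, and partly so along the plates.

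The first comparison asked which cells were present in the whole enthesis at each age. Mesenchymal-like cells made up 78.4% of 2882 cells at P11 (95% interval 76.8 to 79.9), 28.1% of 5163 at P18 (26.9 to 29.4) and 83.9% of 4920 at P56 (82.9 to 84.9). Immune-like cells made up 15.7% at P11 (14.4 to 17.1) and 53.0% at P18 (51.6 to 54.3). None were found at P56, which allows a share of up to 0.061% by the rule of 3 counts, or 0.07% by the exact binomial interval. The P18 immune-like share depended on processing, at 70.3% when each cell was named by its own marker score and 30.8% when each library was clustered alone. It was 43.3% with the automatic doublet threshold, which was replaced after the data were seen. Endothelial-like cells made up 2.39%, 0.17% and 8.76%, and mural-like cells 1.21%, 0.02% and 4.84%. With each library clustered alone, endothelial-like cells were 2.58% at P18, so the dip at that age was not seen there. By marker score they were 0.37% at P18, so the dip stayed. Mural-like cells were 0.65% at P56 in cells with at least 1000 detected genes and at most 5% mitochondrial counts. Unnamed cells were 18.7% at P18 (17.7 to 19.8), in clusters led by B-cell precursor, haemoglobin and cell cycle genes, against 1.73% at P11 and 0.69% at P56. At P18 their share was 0.19% by marker score and 38.4% with each library clustered alone. The Cd45 sort should have removed most leukocytes, so shares of immune-like cells also measure what passed that sort.

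**Figure D1:**
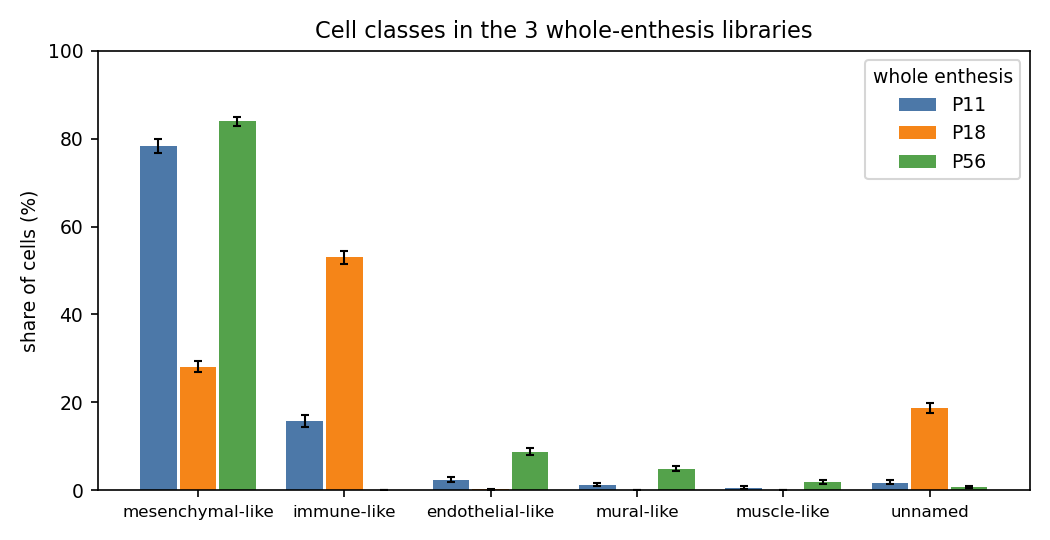
Share of cells (%) in each class for the whole-enthesis libraries at P11, P18 and P56, with bars for the share and error bars for the exact binomial 95% interval (counting error only). Immune-like cells rose from 15.7% at P11 to 53.0% at P18 and were 0 at P56, while mesenchymal-like cells were lowest at P18, at 28.1%.

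The next comparison concerned expression in the mesenchymal-like cells of whole entheses, summed to 33727380, 16101739 and 31920434 UMIs at P11, P18 and P56. The fibrocartilage panel changed most. Its score was 9.26 at P11, 10.84 at P18 and 4.48 at P56, a change of -4.78 from P11 to P56 (interval -4.83 to -4.73). With a pseudocount of 10 CPM this change was -3.80, the smallest among the alternatives. The cell cycle score changed by -2.25 (-2.33 to -2.18), fibrillar collagen by -1.91 (-1.92 to -1.91), mineralisation by -1.05 (-1.12 to -0.98), tendon by -0.81 (-0.83 to -0.79) and Hedgehog pathway by -0.54 (-0.62 to -0.46). The progenitor-associated surface panel changed by 0.10 (0.07 to 0.12), and by -0.24 in cells with at least 1000 detected genes and at most 5% mitochondrial counts. The fibrillar collagen score fell at each step (11.49, 10.27 and 9.57), and the other 6 scores did not move steadily with age. Despite its name, the fibrillar collagen panel also holds Col6a1, Col12a1 and Col14a1, which are not fibrillar collagens. From P18 to P56, Col12a1 rose from 163.5 to 186.9 CPM and Col14a1 from 123.1 to 161.2 CPM, while the panel's other genes fell. From P11 to P18 the fibrocartilage score changed by 1.58, mineralisation by 1.90, Hedgehog pathway by 0.37, cell cycle by -2.56, tendon by -1.55, progenitor-associated surface by -1.40 and fibrillar collagen by -1.22. Against 10000 random lists matched on expression, the median change from P11 to P56 lay at the 67.5 percentile for the progenitor-associated panel and at the 1.1 percentile or below for each of the other 6. Several panel genes, such as Col2a1, Acan and Col1a1, also served as broad mesenchymal markers.

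Within the panels, Col2a1 (ENSMUSG00000022483) stood at 11980 CPM at P11, 30800 CPM at P18 and 27.5 CPM at P56 (25.8 to 29.4). Acan (ENSMUSG00000030607) stood at 402 CPM, 1025 CPM and 19.7 CPM (18.2 to 21.3). Col1a1 (ENSMUSG00000001506) fell from 48530 CPM through 19920 CPM to 4248 CPM. Comp (ENSMUSG00000031849), of the fibrocartilage panel, went the other way, from 1447 CPM through 4167 CPM to 2645 CPM. These changes combine several mesenchymal classes. Within tendon fibroblast-like and within connective-tissue fibroblast-like cells, only the fibrillar collagen panel kept at least 50% of its pooled change in both, at -2.35 and -1.86. These classes leave out chondrocyte-like cells and the clusters led by cell cycle genes. Each chondrocyte-like cluster held 0 cells at P56, and the largest held 118 at P11 and 256 at P18. Unnamed cells with chondrocyte markers lie outside these counts. A cluster of 545 cells led by Ibsp and Bglap had 8 such markers but was refused the name. Split again, it stayed mostly unnamed, and its largest part held 17 cells at P11, 115 at P18 and 0 at P56.

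Over all genes, 12216 had at least 100 UMIs, of which 111 rose and 173 fell at least 4-fold from P11 to P56 with P18 between. Counting 2-fold changes gave 381 and 552. Among the largest rises were those of S100g (ENSMUSG00000040808), Galnt15 (ENSMUSG00000021903), Angptl7 (ENSMUSG00000028989) and Gm10076 (ENSMUSG00000060143), by 4.15 to 8.10 on the log2 scale. S100g went from 9 UMIs at P11 to 2337 at P56, or from 0.267 to 73.2 CPM, and Angptl7 from 79.2 to 1673 CPM. S100g, Galnt15 and Angptl7 were also among the leading genes of unnamed mesenchymal-like clusters found almost only at P56, one of which held 172 cells with 170 from P56. Galnt15 and Angptl7 also rose within named classes, although these were made up of largely different clusters at P11 and P56. The largest tendon fibroblast-like cluster, led by Angptl7, held 0 cells at P11 and 685 at P56. The next largest held 617 and 0. A rise within a class thus cannot be told apart from a change of clusters. Galnt15 went from 0.156 to 80.6 CPM in tendon fibroblast-like and from 1.07 to 69.7 CPM in connective-tissue fibroblast-like cells, and Angptl7 from 197 to 5625 CPM and from 7.12 to 83.6 CPM. S100g rose there from 0.390 to 9.36 CPM and from 0.230 to 41.4 CPM, levels below its pooled one. Gm10076 is uncertain, because as a non-coding gene it may share reads with a near-identical copy. The largest falls were of H19 (ENSMUSG00000000031), Cpz (ENSMUSG00000036596), Cthrc1 (ENSMUSG00000054196), Nrk (ENSMUSG00000052854) and Mest (ENSMUSG00000051855), with log2 ratios of P56 to P11 from -9.85 to -3.63. H19 stood at 491 CPM at P11, 326 CPM at P18 and 0.533 CPM at P56 (0.310 to 0.853). No replicate check of these differences exists.

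Shares of mesenchymal-like cells with a UMI were compared at 2000 UMIs per cell, which left 2224, 1431 and 4054 cells and excluded 35, 22 and 74. Gli1 was found in 1.26% of cells at P11 (0.84 to 1.81), 2.17% at P18 (1.48 to 3.06) and 0.72% at P56 (0.48 to 1.03). The intervals at P11 and P18 overlapped, as did those at P11 and P56, while the P18 interval lay above that at P56. Gli1 CPM was 5.13 at P11 (4.39 to 5.95), 12.1 at P18 (10.5 to 13.9) and 3.13 at P56 (2.55 to 3.81). These intervals did not overlap, but they cover counting error only. Before thinning these shares were 6.51%, 11.6% and 2.25%. Among endothelial-like cells, taken as background, Gli1 was found in 0 of 67, 0 of 9 and 0 of 349 cells, which limits the comparison. Median depths were 14185, 10403 and 6297 UMIs in mesenchymal-like and 9655, 5096 and 4107 UMIs in endothelial-like cells. Ptch1 was found in 3.15%, 9.43% and 1.78% of mesenchymal-like cells. At P56 this was no higher than in endothelial-like cells, at 2.01%. At P11 and P18 there were too few endothelial-like cells to tell any of these shares from background. At P11, for example, their interval reached 5.36% for Gli1 and 8.04% for both Ptch1 and cycling cells. At P56 it reached 1.05% for both Gli1 and cycling cells, above the mesenchymal-like shares of 0.72% and 0.15%. Those shares were thus not told from background either. The share with Hhip, at 2.97%, 5.52% and 1.83%, did not follow its CPM of 23.9, 33.2 and 43.6, so no order was read from it. Cycling cells, with UMIs of at least 2 cell cycle panel genes, made up 2.92% at P11 (2.26 to 3.71), 0.35% at P18 (0.11 to 0.81) and 0.15% at P56 (0.05 to 0.32). Before thinning the cycling shares were 5.49%, 1.51% and 0.39%. Col2a1 was found in 39.4%, 65.8% and 1.21% of mesenchymal-like cells, and Tnmd in 51.08%, 27.04% and 28.61%, against at most 11.9% and 4.48% in endothelial-like cells.

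Along the 7 Gli1-lineage plates, the question was which genes rose or fell with age after labelling. The edgeR fit found 0 of 4390 genes with an adjusted p-value under 0.05, and 414 at an unadjusted p under 0.05. DESeq2, the alternative among those with the same genes that moved this most, called 109 genes, of which 25 rose and 84 fell. With layout as a term the edgeR count was 0, with 266 genes at an unadjusted p under 0.05, and 32 genes differed between the layouts beside age. Of the 65 panel genes, 41 were tested. None passed over all genes tested, and 2 passed when adjusted over the list alone. These were Alpl, with a slope of 1.41 per doubling of age (SE 0.33, edgeR adjusted p 0.0342 over the list and 0.306 over all genes), and Comp, with a slope of 0.98 (SE 0.24, edgeR adjusted p 0.0342 and 0.344). Comp stood at 667 CPM at P7 and 4034 CPM at P42, and Alpl went from 2 to 36 counts. Gli1 itself had 1 to 9 counts per plate and was not tested.

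None of the 7 panels had a score related to age past the threshold. The lowest adjusted p was 0.413 for rho and 0.399 for r (exact permutation). The mineralisation panel had the highest rho, 0.61 (exact permutation p 0.167), with r 0.53 (exact permutation p 0.229). Its score rose from 3.45 at P7 to 6.73 at P28 and stood at 4.39 at P42. Without P7 and P42, r was 0.94. Without P42 alone, r was 0.96 (exact permutation, adjusted p 0.0194) and rho 0.94 (exact permutation, adjusted p 0.117), so r passed the threshold there and rho did not. Within layouts the rho was 0.65 (exact permutation p 0.181). The other panels had a rho from -0.57 to 0.39 and, within layouts, from -0.77 to 0.09, with no exact permutation p under 0.0833.

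**Figure D2:**
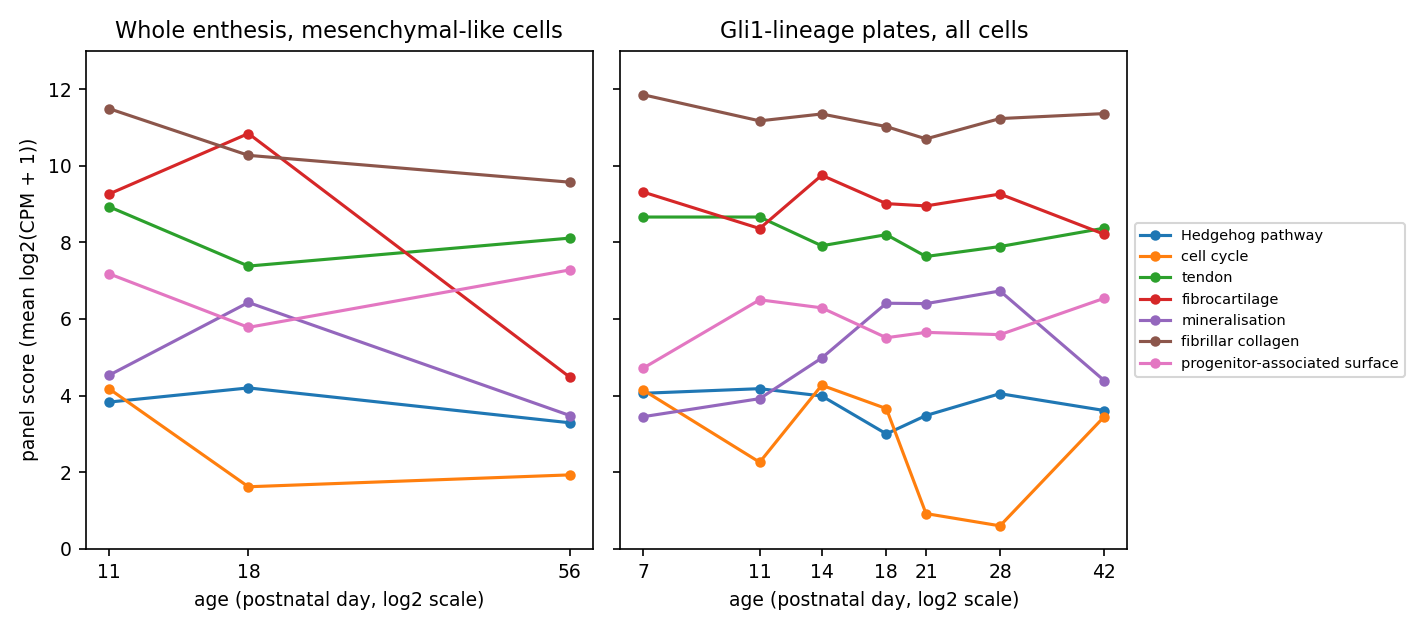
Panel score (mean log2(CPM + 1) over a panel's genes) against age on a log2 axis, for mesenchymal-like cells of the 3 whole-enthesis libraries (left) and for all cells of the 7 Gli1-lineage plates (right), with 1 library per point and lines joining ages. The fibrocartilage score falls to 4.48 at P56 in whole entheses, and the mineralisation score on the plates stands at 6.73 at P28 and 4.39 at P42.

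Shares of the named cell classes on the plates were not related to age either. The rank correlation was -0.32 for tendon fibroblast-like, -0.54 for chondrocyte-like, 0.04 for connective-tissue fibroblast-like and 0.07 for muscle-like cells (exact permutation, adjusted p 0.964 for each). Each of these directions changed under at least 1 alternative, and for chondrocyte-like cells the rank correlation was 0.54 at resolution 0.5, 0.29 under both other cell filters and 0.25 by marker score. The matching r was -0.28, -0.37, 0.07 and 0.43 (exact permutation, adjusted p 0.882), and -0.11, 0.21, -0.19 and 0.34 within layouts. With 86 to 96 cells per plate the intervals were wide. Tendon fibroblast-like cells, for example, made up 53.1% at P7 (42.7 to 63.4) and 29.1% at P42 (19.8 to 39.9). Unnamed cells were not tested, and made up from 6.3% (P11) to 33.3% (P21) of a plate. Some of their clusters had chondrocyte markers and fell on few ages. One of 41 cells held 21 at P28 and 17 at P42, and one of 48 cells held 0 at P21, P28 and P42. Age and layout could not be told apart for these clusters. Osteoblast-like cells occurred on only 3 plates. They were part of the adjustment, and their rank correlation was 0.10 (exact permutation p 0.819). Over the alternatives it ranged from -0.55 within layouts to 0.85 by marker score and with at least 200 genes and at most 20% mitochondrial counts (lowest exact permutation p 0.123, adjusted).

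Finally, the assays were set side by side. For the change from P11 to P18, Spearman's rho across 11313 genes was 0.095, and of 1497 genes that changed at least 2-fold in whole-enthesis mesenchymal-like cells, 838 (56.0%) changed the same way on the plates. The P11 and P18 plates were of different layouts, so layout and age could not be told apart in this comparison. The change from P11 to P56 in whole entheses and the fitted slopes on the plates had a rho of 0.249 across 4158 genes. Of 100 orders of the plate ages, the real one included, 14 gave a rho as large. Genes are not independent replicates, and both values describe these libraries.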

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

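The tests of the layouts and of resampled wells for the panels, and of cells with both Xist and Y-chromosome transcripts, were chosen only after the result was seen.

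The Hedgehog pathway panel moved in opposite directions from P11 to P18 in the 2 assays, by 0.37 in whole-enthesis mesenchymal-like cells and by -1.19 on the Gli1-lineage plates. The difference between the assays was not tested, since each age is 1 library. Layout is argued against as the whole cause, because only 1 of the 3 plates of P18's layout lay below all 4 of the other layout. Low counts alone are argued against too. The panel had 47 counts at P11 and 28 at P18, and redrawing the wells of both plates with replacement gave a rise in 12 of 1000 draws (95% of draws from -2.32 to -0.24). Such draws leave out variation between mice and plates. Differences of cell makeup, of assay and of sex-chromosome transcripts between the libraries were not tested and stay open, as does a difference specific to the Gli1 lineage.

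The cell cycle panel also moved in opposite directions, by -2.56 in whole entheses and by 1.40 on the plates. Here a difference between the layouts stays open as an explanation, since 3 of the 3 plates of P18's layout (4.14 at P7, 4.27 at P14 and 3.66 at P18) lay above all 4 of the other layout, whose highest score was 3.45 at P42. Low counts in few wells stay open as well. The panel had 25 counts at P11 and 70 at P18, and redrawing the wells gave a fall in 374 of 1000 draws (95% of draws from -1.76 to 3.45), so the rise on the plates is not established. A difference in cell division between the lineage and other mesenchymal cells stays open and was not tested.

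Transcripts of the sex chromosomes, which no planned comparison used, differed between libraries. In mesenchymal-like cells thinned to 2000 UMIs, Xist was found in 65.2% at P11, 25.9% at P18 and 0.1% at P56. At least 1 of 4 Y-chromosome genes was found in 4.2%, 16.6% and 24.4%. The labels give no sex. Cells with both were 0.065 times as frequent at P11 and 0.049 times as frequent at P18 as independent free RNA would give (4 against 61.3 cells and 3 against 61.5), which argues against free RNA as the source of the patterns there. At P56 the ratio was 0.0, with 0 cells against 0.7 expected, so free RNA and a few cells with Xist cannot be told apart there. Pools of female and male cells in different proportions may account for the ratios at P11 and P18 of 0.065 and 0.049. No biological explanation was tested, and changes with age in the whole entheses could in part follow this difference.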

How the results depend on the processing

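Added after the data were seen were the terms for layout and for Xist, the fits on protein-coding genes alone, and scrublet's automatic threshold. No paired analysis was possible because each age is 1 library and the labels give no numbers shared between groups.

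The count of genes with an age trend on the plates stayed at 0 under both other cell filters, mesenchymal-like cells alone, RLE scaling, library totals, at least 50 counts in every library, linear age, rank of age, mean CPM over cells, the layout term, protein-coding genes, and each of the 7 fits that left out one age. It was 109 with DESeq2 and 307 with no filter on counts, where 172 of the genes passed the usual minimum. Without a filter 22452 genes were tested. With Xist as a term it was 1 gene, Tnni2, named because it was the only one, with a slope of 4.94 (SE 0.55, edgeR adjusted p 0.0114), against 2.50 without the term (edgeR adjusted p 0.492). The cause was not tested in these cases. Alpl and Comp passed over all genes with DESeq2 (adjusted p 0.0175 and 0.0109), and Alpl with no filter (edgeR adjusted p 0.0049). Neither passed under the other alternatives in which it was tested. With the layout term the edgeR adjusted p was 0.787 for both. With the Xist term it was 0.687 for Alpl and 0.968 for Comp. Of the panel correlations, mineralisation alone crossed the threshold, with r 0.96 without P42 (exact permutation, adjusted p 0.0194), while its rho there was 0.94 (exact permutation, adjusted p 0.117) and r was 0.23 without P7. No other panel or class correlation crossed the threshold under the alternatives run. Directions were less stable. The rank correlation ranged from -0.77 to 0.54 for the chondrocyte-like share, from -0.67 to 0.09 for tendon fibroblast-like, from -0.39 to 0.52 for connective-tissue fibroblast-like, from -0.49 to 0.55 for muscle-like and from -0.55 to 0.85 for osteoblast-like cells. It ranged from -0.54 to 0.46 for the fibrillar collagen panel and from -0.36 to 0.60 for the progenitor-associated panel, and the r of the cell cycle panel was 0.12 within layouts. Without both P7 and P42, r was 0.33 for the fibrocartilage panel (0.05 without P42 alone), against -0.38, and -0.87 for the progenitor-associated panel, against 0.46. For the shares it was then 0.27 for tendon fibroblast-like, -0.86 for connective-tissue fibroblast-like and -0.68 for muscle-like cells, each opposite to the r over all ages. The Hedgehog pathway, tendon and mineralisation panels kept their direction in both rho and r.

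With at least 1000 detected genes and at most 5% mitochondrial counts, mesenchymal-like shares were 86.0%, 32.4% and 90.7% at P11, P18 and P56, and immune-like shares 11.5% and 37.7% at P11 and P18. The mesenchymal-like share at P56 was 81.3% with at least 200 genes and at most 20% mitochondrial counts, and 82.1% when libraries were clustered alone. The immune-like share was 17.1% at P11 and 70.3% at P18 by each cell's own marker score. At P18 it was 42.9% at resolution 2, 30.8% with libraries clustered alone, 43.2% with doublets kept and 43.3% with scrublet's threshold. It stayed above the P11 and P56 shares under these alternatives. Endothelial-like cells at P18 were 2.58% with libraries clustered alone and 0.37% by marker score, against 0.17%. The cause was not tested.

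Panel changes from P11 to P56 kept their direction apart from the progenitor-associated panel, which was -0.24 in cells with at least 1000 genes and 0.00 on totals without the 20 most abundant genes. On those totals the Hedgehog pathway, cell cycle, tendon, fibrocartilage, mineralisation and fibrillar collagen changes were -0.65, -2.41, -0.91, -4.92, -1.19 and -2.01. With a pseudocount of 10 they were -0.24, -1.09, -0.77, -3.80, -0.54 and -1.89, since it shrinks changes of low genes. With 0.1 they were -0.72 for Hedgehog pathway, -2.64 for cell cycle, -5.12 for fibrocartilage and -1.47 for mineralisation. As mean CPM over cells they were -0.62 for Hedgehog pathway, -2.50 for cell cycle, -0.60 for tendon and -1.97 for fibrillar collagen. In cells with at least 1000 genes, mineralisation changed by -0.50 and fibrillar collagen by -2.02. With doublets kept, mineralisation changed by -1.13. From P11 to P18, the cell cycle change ranged from -3.06 (pseudocount of 0.1) to -1.17 (pseudocount of 10) and was -1.57 with doublets kept, and the Hedgehog pathway change ranged from 0.28 to 0.54.

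Rising and falling genes numbered 53 and 49 with at least 1000 UMIs, 287 and 414 with no minimum beyond 1 UMI per library, and 381 and 552 at 2-fold, as fewer or more genes could pass. Shares with Gli1 scaled with thinning depth. They were 0.44%, 1.80% and 0.39% at 1000 UMIs, 2.49%, 4.85% and 1.49% at 4000 UMIs, and 6.51%, 11.6% and 2.25% unthinned, highest at P18 each time. Cycling shares were 5.49%, 1.51% and 0.39% unthinned. They were 2.17% at P11 when thinned to 1000 UMIs, and 1.20% at P18 with doublets kept. Between assays, the P11 to P18 share of genes moving the same way was 62.8% with a prior of 10 CPM and 63.7% with at least 1000 counts, where rho was 0.137. The rho of slopes with the whole-enthesis change was 0.018 when P18 replaced P56. Among single genes, smaller classes and panel changes from P11 to P18, 175 values moved beyond counting error, 3 became stronger and 278 did not change in this sense.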

Other observations

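The tests of bone marrow genes and of the panels within mesenchymal classes were chosen only after the result was seen.

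For the plates, 100 orders of the ages were drawn, the real one included. As the edgeR count was 0, 100 of the 100 orders gave as many genes, which says nothing against chance. The count at an unadjusted p under 0.05 was 414 for the real order, reached by 2 of the 100, against a median of 136.5. With DESeq2, 1 of the 100 orders, the real one, gave as many as 109 genes, and the next highest gave 92. The order of the ages by chance is thus argued against for the DESeq2 count. Slopes fitted within the 4 plates of one layout and within the 3 of the other had a rho of -0.117 across genes, and 131 of the 144 pairs of orders within layouts gave a rho as large. No sharing of slopes between the layouts was thus detected, with few plates in each. A difference between library batches may contribute to the unadjusted count. The first principal component (44.8% of variance) set P28 and P42, the oldest plates and both of 1 layout, apart from the other plates. It also separated the layouts, with -28.9 to -25.2 for P7, P14 and P18 against -4.6 to 45.2 for the other layout. Sex-chromosome transcripts and real changes with age stay open.

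Part of the P18 whole-enthesis library may come from bone marrow in the dissected tissue. At least 1 of 7 genes taken for marrow precursors (Rag2, Pax5, Il7r, Klf1, Epor, Gfi1 and Hdc) was seen in 34.13% of P18 cells (1652 of 4841). The share was 2.34% at P11, 0.28% at P56 and 2.01% of endothelial-like cells at P56. At P18 it was 45.63% in immune-like and 54.61% in unnamed cells. Whether these genes mark precursors alone, and not mature leukocytes, was not tested. The list was chosen with the P18 clusters already seen, so it cannot decide the source. Free RNA is argued against, since immune-like P18 cells held broad mesenchymal markers at 0.1% of the level in mesenchymal-like cells, and Ptprc, which encodes Cd45, was found in 45.5% of the former and 0.5% of the latter. A weaker Cd45 sort at P18 was not tested.

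A shift in the shares of mesenchymal classes was weighed as a cause of the panel changes from P11 to P56, by looking within tendon fibroblast-like and within connective-tissue fibroblast-like cells. To allow for free RNA, the level of endothelial-like cells at P11 (69 cells) was taken off each gene's P11 level. Fibrillar collagen changed by -2.35 and -1.86 within these classes, and the weaker fall was -1.75 after the subtraction (-1.77 to -1.73). Fibrocartilage changed by -2.26 and -1.77, and the weaker fall was -1.41 after the subtraction (-1.55 to -1.29). Both argue against a shift between these classes as the whole cause. Chondrocyte-like cells lie outside both classes, and each of their clusters held 0 cells at P56. Their loss, and that of unnamed cells with chondrocyte markers, could account for the rest of the fibrocartilage change of -4.78. A change of clusters within the classes was not tested. The tendon panel changed by -0.21 and -1.13, but by 0.86 and -0.42 after the subtraction, so a shift in shares and a change within classes cannot be told apart, as free RNA at P11 is not excluded. For the cell cycle panel, at -0.30 and -0.69 within the classes, the comparison decides nothing, because cycling cells formed clusters of their own outside both. Of the Hedgehog pathway (0.38 and -0.64), mineralisation (0.31 and -0.12) and progenitor-associated surface panels (0.68 and -0.24), 0 of the 3 moved the same way in both classes. After the subtraction they changed by 1.38 and 0.16, 0.52 and 0.15, and 2.65 and 1.09. Lowering the P11 level moves every change upward, so rises cannot be read from these values, and the shift stays open. A difference in how the tissue was dissected, in the software version at P56, or in age stays open.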
